A study of Xenopus tropicalis with 4 samples. Its data were reported in "The histone H4K20 methyltransferase SUV4-20H1/KMT5B is required for multiciliated cell differentiation in Xenopus" (2023).

How the data were processed

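RNA was measured in animal caps of Xenopus tropicalis at neurula stage NF16. Animal caps are explants of prospective ectoderm that are excised at the blastula stage and develop into epidermis with multiciliated cells. The 4 libraries fell into 2 groups of 2 by their GEO labels. The xPhf8 group came from embryos injected with Xenopus phf8 mRNA, which per the study's text encodes an N-terminal part of the histone demethylase PHF8. The xRescue group received the same mRNA together with translation-blocking morpholinos against KMT5B and KMT5C, the enzymes that turn monomethylated H4K20, a mark on histone H4, into the dimethylated and trimethylated forms. Each group had replicates 1 and 2, numbered in the labels. The series as given held no uninjected, control-morpholino or morpholino-only libraries, and such libraries were not analysed here.

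Before deposition, the authors removed ribosomal RNA from total RNA with one of several depletion kits, prepared directional libraries and sequenced them with paired-end reads. The kit used for each library is not given in the labels, so no batch could be taken from them. The authors aligned the reads with STAR to the Xenbase genome assembly, with gene models converted from the Xenbase annotation, and deposited STAR's read counts per gene for each library. These are whole-number counts that are not normalised and not pooled over replicates. Each deposited count table lists unstranded counts and counts for either strand, together with the numbers of unmapped, multimapping, unassigned and ambiguous reads. STAR counts only uniquely mapped reads, so genes with near-identical copies lose the reads they share, and overlapping genes on the same strand lose ambiguous reads. Neither effect can be assigned to single genes without names and coordinates. Whether reads were trimmed is not stated. No molecular identifiers were used, so that PCR copies of one molecule are counted as separate reads. All intervals and detection floors given here therefore cover counting error only.

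The reverse-stranded counts were used, because the library protocol is directional and because these counts held nearly all reads of the unstranded counts. The tables list 34177 gene identifiers, of which 14578 had no read in any library. A further line pools all reads on features without a gene identifier, and it was left out of the gene tests. The gene identifiers carry running numbers, and only 1 of them matched any entry of the RefSeq gene table that was at hand. That single match was to a synonym. The study's supplementary data pair such identifiers with names, but these were not used, and the identifiers were treated here as unnamed. Gene symbols, coordinates and gene lengths were therefore not used here. The lists of cilium, cytoskeleton and other genes, the fixed set of named genes and the check of the morpholino targets were not analysed here. The check of GC content and gene length was void for the same reason. The lists, the named genes and the target check were chosen before the deposited counts were examined. The list of immediate-early genes, among the other lists, was written after the study's supplementary data on this comparison had been read.

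Genes with at least 1 read in 75% of the libraries, that is in at least 3 of 4, were tested, as in the authors' own filter, which left 14716 genes. Counts were normalised with TMM factors of 0.982 and 0.918 for xPhf8 replicates 1 and 2 and 1.08 and 1.03 for xRescue replicates 1 and 2. The groups were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, version 4.0.16, in R 4.3.3), without covariates and with Benjamini-Hochberg adjustment. The threshold was an adjusted p of 0.05. The choice of edgeR as the test, with DESeq2 (version 1.42.0), the tool of the study, given beside it, was made before the data were examined. So were the filters, the normalisations, the unstranded counts, the minimum fold change, the replicate block and the fits that each left out a library, which were tried as alternatives, and the rule for naming genes. All other alternatives were chosen after the data had been seen, and they are named as such with their effect at the end of the text. Library-scaled counts (CPM, the reads of a gene scaled to a common library total of 1 megaread) were computed on the TMM-adjusted library sizes. For principal components and correlations between libraries, log2 CPM with a prior count of 2 was used. All log2 fold changes are xRescue relative to xPhf8. The SE given with a named gene is the absolute log2 fold change divided by the square root of edgeR's F statistic. It thus restates that test and is not a separate estimate of error.

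The labels give both groups the replicate numbers 1 and 2. They do not say whether libraries with the same number came from the same batch of embryos. The pairing was checked by the correlation across genes of the deviations of same-numbered libraries from their group means, and the fit with the replicate number as a block is given beside the fit without it. Values per library were compared between groups by an exact two-sided permutation test. With 2 against 2 libraries this test cannot give a p below 0.333, so it could not reach 0.05. Wilson intervals at the 95% level were computed for shares of reads, and the floor of detection was set at 3 reads.

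Genes were to be named by their log2 fold change among those past the threshold with a mean CPM of at least 10 and no overlap between the groups. Without symbols, the rule allowed the 2 identifiers with the largest rise and the 2 with the largest fall. Of the genes past the threshold, 5 met the rule upwards and 0 met it downwards. The 2 falling genes named here were taken from the DESeq2 result, and this was decided after the values were seen.

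The number of reads per starting molecule was estimated for each library from the histogram of genes by read count with a mixture of read numbers from 1, 2, 3 and more molecules, in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. In all, 3 forms of this fit were tried after the counts had been seen. The first used counts from 1 to 60 with a power law of gene abundances, and the last used counts from 1 to 100 with free weights for the first and second molecule and several starting points. The last form is given first in the text, and the first form is given beside it wherever they differ. Errors are standard deviations over 30 bootstraps of the genes. On 4 simulated libraries with 7 to 50 reads per molecule, the largest error was 7.68% for the first form and 9.13% for the last. The simulated library with the most reads per molecule was added after the value of xRescue replicate 1 had been seen.

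The tests were checked on counts simulated from the fitted means and dispersions of the real genes. With no gene changed, edgeR called 0 of 14493 genes, DESeq2 58 and edgeR with the replicate block 8. After that draw had been seen, 10 more were made. In these, edgeR called 0 to 2 genes, DESeq2 28 to 70 and the block fit 0 to 24, with 14473 to 14528 genes tested. With 200 genes changed by 2 on the log2 scale, 198 of which were tested, edgeR called 46 of them (23.2%) and 7 unchanged genes, and DESeq2 called 93 (47.0%) and 78 unchanged genes. With a change of 4 on the log2 scale, edgeR called 145 of 197 (73.6%) and 14 unchanged genes, and DESeq2 called 165 (83.8%) and 98 unchanged genes. No call of a changed gene had the wrong sign. Figures were drawn with matplotlib 3.10.9, and limma 3.58.1 was used for 1 of the added alternatives.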

Results

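Total RNA of NF16 animal caps was sequenced in 4 libraries, 2 from caps with xPhf8 mRNA alone and 2 from caps with xPhf8 mRNA and KMT5B/KMT5C morpholinos (xRescue). The libraries held 46463910 and 78130324 reads for xPhf8 replicates 1 and 2, and 56784649 and 53261440 reads for xRescue replicates 1 and 2. Of these, 26632491, 43303059, 27803072 and 27014575 reads, in the same order, were assigned to genes. With these totals, the smallest abundance that 3 reads could show lay between 0.0693 and 0.113 CPM.

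The share of reads assigned to genes was 57.3% and 55.4% in the xPhf8 libraries and 49.0% and 50.7% in the xRescue libraries. The Wilson 95% intervals of these shares were at most 0.0284 percentage points wide. The group means were 56.4% ± 1.34 (SD, n = 2) and 49.8% ± 1.24 (SD, n = 2), and both xRescue libraries lay below both xPhf8 libraries. The exact two-sided permutation p was 0.333, the smallest that 2 against 2 libraries allow. Features without a gene identifier took 2.50% and 3.53% of the reads in xPhf8 and 5.38% and 4.12% in xRescue. Unmapped reads made up 17.1% and 11.5% in xPhf8 and 19.03% and 16.01% in xRescue, so the groups overlapped in this measure, while within both same-numbered pairs the share was higher in xRescue. Reads outside annotated features also overlapped between the groups, with 16.5% and 23.8% in xPhf8 and 20.0% and 22.9% in xRescue.

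**Figure D1:**
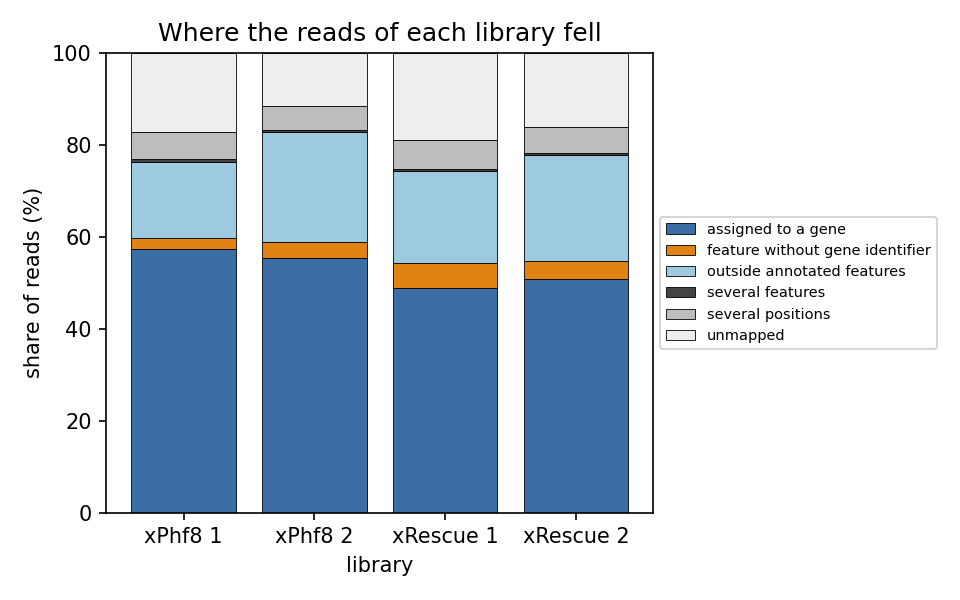
Stacked bars give the share of reads (%) in each of the 4 libraries that was assigned to a gene, fell on features without a gene identifier, fell outside annotated features, fell on several features, mapped to several positions or was unmapped. The gene share was 57.3% and 55.4% in the xPhf8 libraries and 49.0% and 50.7% in the xRescue libraries.

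At least 1 read was found for 16494 and 16652 genes in the xPhf8 libraries and for 14412 and 16076 genes in the xRescue libraries. The means were 16573 ± 112 (SD, n = 2) and 15244 ± 1177 (SD, n = 2), with an exact two-sided permutation p of 0.333. Replicate 1 of xRescue had the fewest detected genes, although it had more gene reads than replicate 1 of xPhf8 and replicate 2 of xRescue. The 10 most abundant genes took 11.1% and 12.8% of the gene reads in xPhf8 and 9.91% and 12.3% in xRescue.

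The libraries were next compared by their expression profiles across the 14716 genes tested. Pearson's r of log2 CPM was 0.901 between the xPhf8 replicates and 0.829 between the xRescue replicates. These correlations are across genes, which are not independent replicates. Between the groups, r was 0.818 for the libraries with replicate number 1 and 0.892 for those with number 2. Libraries of different groups and different numbers gave 0.884 (xPhf8 1 and xRescue 2) and 0.771 (xPhf8 2 and xRescue 1). In a principal component analysis, the first component held 59.9% of the variance and set xRescue replicate 1 (score 162.1) apart from the other libraries (scores from -87.3 to -31.3). The second component held 22.8% and separated xPhf8 replicate 1 (score 82.0) from xRescue replicate 2 (score -85.0). The SD of the log2 ratios across genes was 1.28 between the xPhf8 replicates and 1.815 between the xRescue replicates, and it ranged from 1.31 to 2.09 between libraries of different groups. The difference between the xRescue replicates was thus within the range of the differences between groups. The biological coefficient of variation fitted by edgeR was 0.662.

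To isolate the effect of the morpholinos in the presence of xPhf8 mRNA, the xRescue libraries were compared with the xPhf8 libraries. By edgeR's quasi-likelihood test, 5 of 14716 genes had a Benjamini-Hochberg adjusted p under 0.05, all of them higher in xRescue. Their log2 fold changes ranged from 3.60 to 4.74 (12.1-fold to 26.7-fold), and their mean abundance from 96.4 to 1016 CPM. No gene passed the threshold with a lower level in xRescue, while 688 genes were lower at an unadjusted p under 0.05. In all, 1439 genes had an unadjusted p under 0.05, where 736 would be given by chance. DESeq2 called 540 genes, 339 higher and 201 lower, and these included all 5 edgeR calls. With the replicate number as a block, edgeR called 700 genes, 333 higher and 367 lower, which also included all 5. Of the DESeq2 calls, 437 were also called with the block, all in the same direction. Of the alternatives tried, the block on counts divided by an estimate of reads per molecule moved the count most, to 1437 genes. The pairing that the block rests on was checked across genes, which are not independent replicates. The deviations of same-numbered libraries from their group means correlated with r = 0.217 (Spearman's rho 0.262). In the 8506 genes with a mean of at least 10 CPM this r was 0.410, and in the 6210 genes below it was 0.166.

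**Figure D2:**
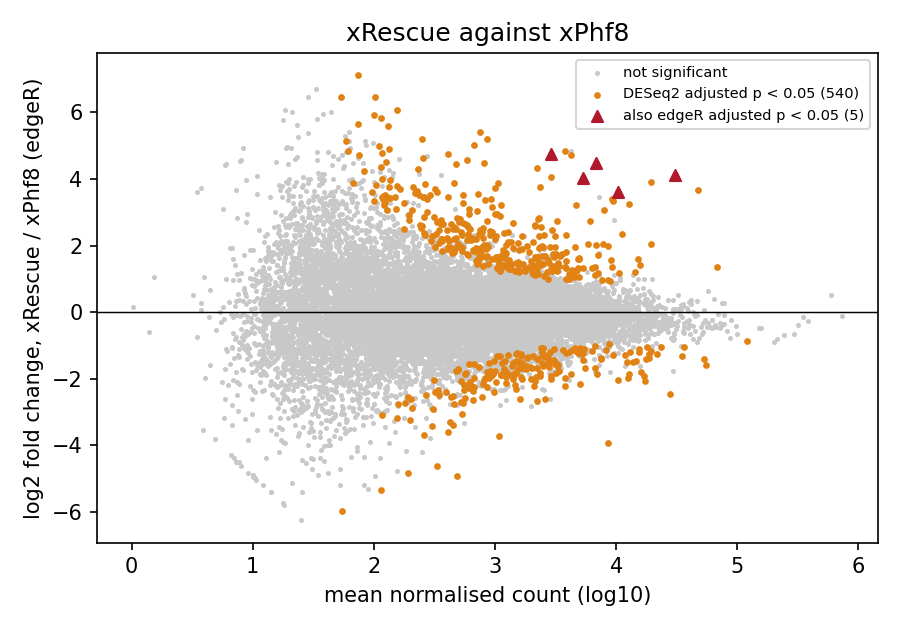
Each point is 1 of the 14716 genes tested, with the log10 mean normalised count on the x axis and the log2 fold change of xRescue over xPhf8 on the y axis. Orange points are the 540 genes called by DESeq2 at an adjusted p under 0.05, red triangles the 5 genes that edgeR called as well, and all 5 lie above 0.

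The fold changes in replicate pairs 1 and 2 correlated with r = 0.269 across genes, and 64.3% of the genes changed in the same direction in both pairs. When the pairs were crossed, r was 0.0541, and 53.5% of the genes changed in the same direction. In the 8506 genes with a mean of at least 10 CPM, r was 0.580 for the pairs and 0.198 when crossed. In the 6210 genes below, these values were 0.183 and 0.0195. Both xRescue libraries lay above both xPhf8 libraries in 3096 genes and below both in 3301 genes. Together these are 43.5% of the genes tested, where 33.3% would be given by chance for 2 against 2 libraries. The median log2 fold change over all genes was -0.06, with quartiles of -0.59 and 0.52.

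**Figure D3:**
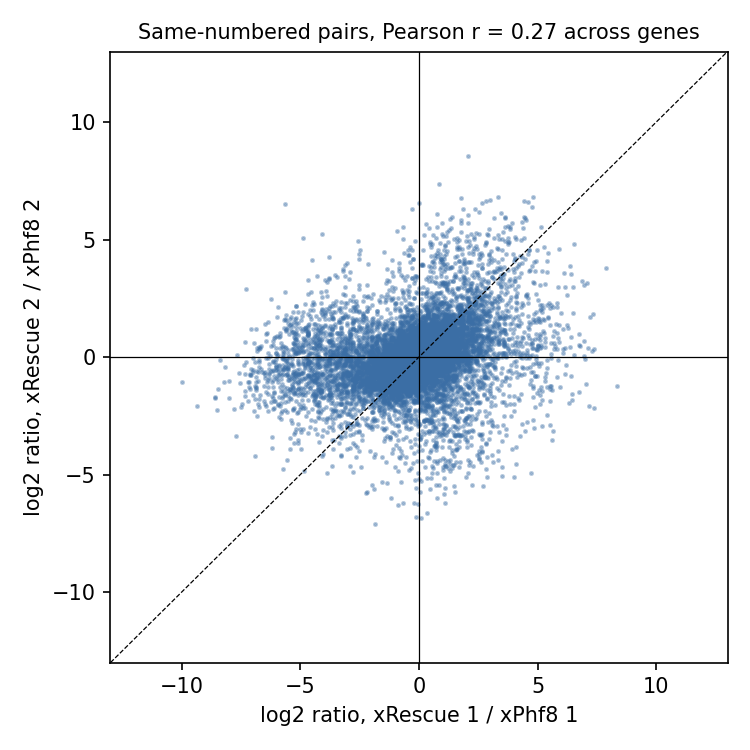
Each point is 1 gene, with the log2 ratio of xRescue 1 to xPhf8 1 on the x axis and of xRescue 2 to xPhf8 2 on the y axis, and the dashed line marks equal ratios. The points scatter more widely along the x axis, and the Pearson correlation across genes was 0.269.

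When the genes were divided into 4 classes of equal size by mean abundance, all 5 edgeR calls fell into the most abundant class, above 51.1 CPM. DESeq2 called 14, 74, 121 and 130 higher genes and 1, 24, 70 and 106 lower genes from the least to the most abundant class. The interquartile range of the log2 fold changes narrowed in the same order from 2.05 to 1.24, 0.92 and 0.73.

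Among the edgeR calls, gene26993 rose most, by 4.74 ± 0.42 on the log2 scale (SE), with an adjusted p of 0.0462 by edgeR. Its level was 5.28 and 8.61 CPM in the xPhf8 libraries and 165.6 and 206.2 CPM in the xRescue libraries. DESeq2 gave it an adjusted p of 1.817e-27, and edgeR with the replicate block 6.878e-06. Over all alternatives its adjusted p ranged from 4.717e-47 to 0.149. The next largest rise was that of gene4390, by 4.47 ± 0.40 on the log2 scale (SE), with an adjusted p of 0.0462 by edgeR. It had 14.7 and 24.1 CPM in xPhf8 and 356.4 and 501.5 CPM in xRescue. Its adjusted p was 6.435e-26 by DESeq2, 2.645e-06 by edgeR with the block, and between 1.386e-63 and 0.149 over all alternatives. Both genes were higher in 2 of 2 xRescue libraries.

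No lower gene met the naming rule, and 2 were taken from the DESeq2 calls after their values were seen. The log2 fold change of gene2100 was -4.93 ± 1.48 (SE), and its adjusted p was 0.345 by edgeR, 0.003636 by DESeq2 and 0.0004043 by edgeR with the block, with a range from 2.026e-11 to 0.583 over all alternatives. It had 148 and 2247 reads in xPhf8 and 4 and 53 reads in xRescue, so its xPhf8 replicates differed widely, and the reads in xRescue replicate 1 were fewer than the estimated reads per molecule of that library. For gene3299 the log2 fold change was -4.61 ± 0.86 (SE), with an adjusted p of 0.232 by edgeR, 1.578e-05 by DESeq2 and 0.005561 by edgeR with the block. The range over all alternatives was 4.88e-06 to 0.421. It had 889 and 346 reads in xPhf8 and 25 and 25 reads in xRescue. For xRescue replicate 1 this was fewer than the fitted reads per molecule (52.2 or 31.9). It was near the first peak, at 26 reads, of that library's histogram of genes by read count.

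The low end of the counts was examined to find how many molecules stood behind the reads. Between 98 and 168 genes per library had a single read, and in every library fewer genes had 2 reads than 1 read. At higher counts the histograms of genes by read count rose again to a hump. In total, 1538, 539, 245 and 546 genes had 1 to 9 reads in xPhf8 1, xPhf8 2, xRescue 1 and xRescue 2. The mixture fit gave 8.69 ± 0.923, 20.1 ± 1.25, 52.2 ± 3.88 and 18.6 ± 2.18 reads per molecule in these libraries (bootstrap SD). The first form of the fit gave 8.42 ± 0.369, 18.7 ± 0.784, 31.9 ± 4.84 and 17.01 ± 0.896. The value of xRescue replicate 1 thus depended on the form, and neither form followed its histogram. A running mean of that histogram over 7 counts had peaks at 26 and 53 reads and a trough at 40 reads.

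**Figure D4:**
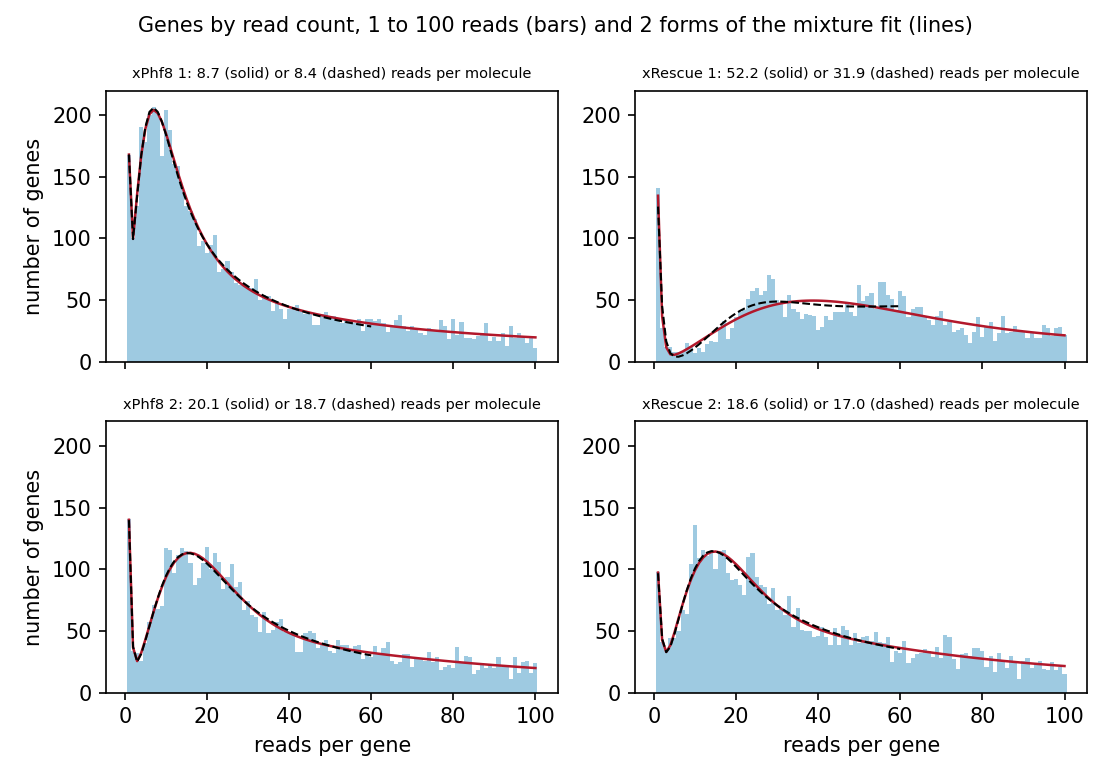
Bars give the number of genes (y axis) with each read count from 1 to 100 (x axis) in the 4 libraries, the solid line is the last form of the mixture fit and the dashed line its first form, drawn up to 60 reads. The lines follow the bars in xPhf8 1, xPhf8 2 and xRescue 2, and miss the peaks in xRescue 1, which lie at 26 and 53 reads in a running mean over 7 counts.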

Values the study reported

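For the truncated Xenopus PHF8, the study compared log2 fold changes under the rescue with those of the morpholino-only experiment. It reported that 176 of 183 cilium genes (96%) and 344 of 363 cytoskeleton genes (95%) that had fallen with the morpholinos improved their expression under the rescue. For the full-length human protein, it reported 140 of 183 cilium genes (77%) and 290 of 363 cytoskeleton genes (80%) as improved.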

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

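The tests in this part were chosen after the shares they bear on had been seen, and only the outcome of the test without gene14135 was unknown when that test was set.

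Reads on features without a gene identifier, which no comparison of genes used, made up 4.751% of all reads in the xRescue libraries on average (SD 0.891, n = 2) and 3.01% in the xPhf8 libraries (SD 0.727, n = 2). They came to attention because these reads exceeded the level in the xPhf8 libraries in both xRescue libraries. Of the reads on features, they were 4.18% and 5.98% in xPhf8 and 9.90% and 7.51% in xRescue. Genomic DNA or another unstranded background would place such reads on both strands about equally. At most 0.694% of them were antisense in any of the 4 libraries, which goes against that explanation. Chance between 2 and 2 libraries could not be excluded, since the exact permutation p was 0.333, the smallest possible. The authors' annotation decides which features lack an identifier, and the depletion of ribosomal RNA may differ between libraries; neither was tested. The pattern therefore cannot be told apart from chance or from these technical sources, and it is not offered as a biological effect of the morpholinos.

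Reads antisense to genes, which were not used for the gene tests, made up 1.82% and 2.14% of the reads on either strand of genes in the xPhf8 libraries and 2.40% and 2.68% in the xRescue libraries. The xRescue mean was 2.539% (SD 0.194, n = 2), above both xPhf8 libraries. The single gene with the most antisense reads was a candidate source of this difference. Without it the shares were 1.54% and 1.74% in xPhf8 and 2.11% and 2.23% in xRescue, and the lowest xRescue share still exceeded the highest xPhf8 share by 0.374 percentage points, which goes against that explanation. The difference has an exact permutation p of 0.333, so that chance remains. In an edgeR test of the antisense counts, 0 of 3644 genes had an adjusted p under 0.05, and 155 had an unadjusted p under 0.05. More frequent strand errors in the xRescue preparations would also raise the antisense share of reads on features without a gene identifier. There it was 0.694% and 0.502% in xPhf8 and lower, 0.369% and 0.457%, in xRescue, which goes against that explanation as far as those features stand for genes. The pattern cannot be told apart from chance.

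The feature gene14135, singled out after its values were seen, took 15.96% of all antisense reads on average over the 4 libraries. The shares were 15.4% and 19.2% in xPhf8 and 12.3% and 17.0% in xRescue. The groups overlapped, while within both same-numbered pairs the share was lower in xRescue. It had 75670, 182334, 84105 and 126225 antisense reads in xPhf8 1, xPhf8 2, xRescue 1 and xRescue 2, against 1, 3, 0 and 24 sense reads. Strand errors of the library protocol would give this gene an antisense to sense ratio near that of all genes. Its ratio was at least 191000 times that of all genes in each library, which goes against strand errors. An unannotated transcript on the other strand or a wrong strand in the annotation may remain as explanations. Without coordinates neither was tested. No biological explanation was tested.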

How the results depend on the processing

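The added settings named in this part were chosen after the results had been seen. Among the settings chosen before the data were examined, DESeq2's size factors in edgeR, upper-quartile normalisation and the unstranded counts each gave 5 calls, the same 5 genes as with the reported settings. A minimum fold change of 2 could not change the 5 calls, since each was at least 12.1-fold higher. DESeq2 gave 540 calls (339 higher, 201 lower in xRescue). Without a filter on low counts, edgeR gave 726 (344 higher, 382 lower). At least 10 reads in every library gave 25, all higher. The filter of edgeR's filterByExpr gave 0, with 1662 genes at an unadjusted p under 0.05. The replicate block gave 700 (333 higher, 367 lower). The cause was not tested for the filters; the differences of DESeq2 and of the block are taken up below.

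Among the added settings, 4 combinations of glmQLFit's options were compared in all. The defaults gave the 5 reported calls, robust fitting 9, bias-adjusted deviances 24 (both all higher), and the combination 51 (47 higher, 4 lower). The count of 5 was kept because the defaults had been set first. The sample-weighted limma fit gave 90 calls (70 higher, 20 lower). Counts divided by the fitted reads per molecule gave 82 (74 higher, 8 lower) with edgeR, 195 (134 higher, 61 lower) with DESeq2 and 1427 (652 higher, 775 lower) with the replicate block. With the first form of that fit, the counts were 72 (66 higher, 6 lower), 225 (151 higher, 74 lower) and 1437 (638 higher, 799 lower). DESeq2 with the replicate block gave 1247 (575 higher, 672 lower). Reads thinned to the smallest library gave 0, with 1454 genes at an unadjusted p under 0.05. Keeping the features without identifier as a gene gave 5. The 5 reported calls were among the calls of every setting named here but filterByExpr and the thinned reads. The cause was not tested for any of these.

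Under thinning, the adjusted p of gene26993 and gene4390 was 0.0506, and over all settings it ranged from 4.717e-47 to 0.149 and from 1.386e-63 to 0.149. Their place past the threshold thus rests on a small margin in edgeR with the reported settings. In other edgeR fits the adjusted p of both genes moved either way. It was 0.00461 with at least 10 reads in every library and 0.149 with filterByExpr. No direction of the 4 named genes was reversed in any setting. Over the named genes and the median fold change, and leaving aside the fits without a library, 84 values stayed on the same side of the threshold or, for the median, moved by less than the spread between replicates. Another 16 passed the threshold, all of them of gene2100 or gene3299, and 4 fell short of it, all of gene26993 or gene4390. The spread used for the median is that of single genes, so a median over all genes could hardly fail this check. The median ranged from -0.111 to -0.0169 in these settings. The numbers of genes with no overlap between the groups kept within 1.5 times of 3096 and 3301 in each setting tried for them.

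Across the 4 fits that each left out a library, the log2 fold change ranged from 4.41 to 5.11 for gene26993, from 4.13 to 4.84 for gene4390, from -6.50 to -3.19 for gene2100 and from -5.19 to -3.23 for gene3299, and the median of all genes from -0.115 to 0.00176, so that the median crossed 0. Of these values, that of gene3299 without xPhf8 replicate 1 moved by more than the spread between replicates. No calls were counted there, because an arm then held 1 library. Not run were the gene lists and the fixed named genes, for which no symbols were used, and the settings that belong to them. All 5 calls lay above 51.1 CPM. In simulations at the depth of these libraries, edgeR called 23.2% of the changes of 2 on the log2 scale at gene-wise dispersions with a median of 0.229. At a dispersion of 0.01 for all genes it called 100%. Within the simulations, the spread between replicates and not the depth of reads thus limited the calls. The dispersions were fitted to reads, so few molecules per gene would enter them as spread. For the real libraries, the simulations therefore cannot part the spread from a low number of molecules.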

Other observations

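Of the tests in this part, those on DESeq2 with counts per molecule and on simulated counts without change were set before their outcome was known, and all others were chosen only after the result was seen.

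In each library, fewer genes had 2 reads than 1 read, and the histograms of genes by read count had a hump at higher counts. A candidate explanation is that each starting molecule was read many times as PCR copies. If so, genes expected to have 50 to 100 reads from the other libraries should be missing most often in the library with the most reads per molecule. Such genes had 0 reads in 24.4% of 1420 cases in xRescue replicate 1 and in 12.7% of 1352 in xPhf8 2. They had 0 reads in 6.18% of 1423 cases in xRescue 2 and in 5.98% of 1488 in xPhf8 1. This is the order of the reads per molecule fitted to the reverse-stranded counts. A fit on the antisense counts gave 16.6 in xPhf8 2 and 18.3 in xRescue 2, against this order, with xRescue 1 again highest. The share of missing genes in xRescue 1, as the top library, replaced a correlation over the 4 libraries, after that had been computed. The last form of the fit predicted 25.7% for xRescue 1 and the first form 11.2%. For the other libraries both forms predicted less than was found. The last form predicted 0.0648% for xPhf8 1, 3.47% for xPhf8 2 and 2.56% for xRescue 2, so nearly all missing genes of xPhf8 1 and most of those of xPhf8 2 and xRescue 2 are not covered by it. In xRescue 1, 77 genes had no read while each of the other 3 libraries had at least 100; the corresponding numbers were 6, 3 and 2 for xPhf8 1, xPhf8 2 and xRescue 2. A filter on low counts before deposition would leave no gene with a single read, but at least 98 genes per library had one. Shallow sequencing goes against the order of the libraries, since the library with the fewest detected genes, xRescue 1, had 27.8 M gene reads and was not the one with the fewest. Few starting molecules in xRescue 1, and with them PCR copies, remain as an explanation there, though its number of reads per molecule is open. The running mean of its histogram over 7 counts has peaks at 26 and 53 reads, whereas the forms gave 31.9 and 52.2. If these were the peaks of 1 and of 2 molecules, the value of xRescue 1 would lie near 26, below both forms. The fit on its antisense counts gave 46.7 ± 1.15 (bootstrap SD), nearer to the last form. No biological explanation was tested.

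DESeq2 called 540 genes where edgeR called 5. PCR copies counted as separate reads may account for a part, since DESeq2 on counts divided by the fitted reads per molecule called 195 genes, or 225 with the first form. The same division did not lower calls in general, since edgeR's rose from 5 to 82, and with the replicate block from 700 to 1427. Smaller counts alone might also lower the calls, which was not tested separately. Too many DESeq2 calls at this sample size would show as calls on simulated counts without change, at 10% of the real number or more. The first simulation gave 58 calls, just above that level, and because it was so near, 10 more were made. They gave 28 to 70, with a median of 50.5, below that level. The draws thus fall on both sides of that level. Where 200 genes were changed in the simulation, 78 of 171 DESeq2 calls at a change of 2 on the log2 scale and 98 of 263 at a change of 4 were of unchanged genes. The part of such calls among the 540 is therefore open. No simulation gave more than 98 calls of unchanged genes, which argues against this explanation for the 540 calls as a whole, as far as the simulated counts resemble the real ones. Of the 2 splits of the 4 libraries that part both same-numbered pairs, 1 gave as many DESeq2 calls, namely the real one. The other gave 0 calls, with 110 genes at an unadjusted p under 0.05, where 736 would be given by chance. Each of its arms holds a library of either group and of either number. Differences between groups or numbers therefore widen its spread and lower its calls. It is no comparison without change, and its 0 calls do not count in favour of the real split. The split by replicate number, which keeps the pairs together, gave 76 DESeq2 calls. With 2 splits no share under 0.05 is possible, so the splits cannot settle whether chance plays a part. PCR copies and calls of unchanged genes may each account for a part of the larger number.

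The replicate block raised edgeR's calls from 5 to 700. If same-numbered libraries share a deviation, a block removes it, and their deviations correlated with r = 0.217 across genes, which are not independent replicates. The block fit has 1 residual degree of freedom and could call genes at random, but it called 8 genes in the first simulation without change and 0 to 24 in the 10 others. Of the 2 splits that part both pairs, 1 gave as many calls with the block, the real one. The other gave 0, with 23 genes at an unadjusted p under 0.05. In that split any difference between the groups falls into the residual spread. Few calls were thus built in, and its 0 calls do not count in favour of the real split. The split by replicate number gave 219. A further simulation had a shared replicate effect, a dispersion of 0.01 and 200 genes changed by 2 on the log2 scale. There the block called 199 of these (99.5%) and 14 unchanged genes, whereas edgeR without it and DESeq2 each called 0. That dispersion is below the typical 0.229, and the shared effect, given to every gene, made up most of the spread between replicates. The real deviations correlated with only r = 0.217. The gain was thus built into that simulation, and the size of the gain in the real libraries cannot be read from it. Shared deviations, by batch of embryos or by library preparation, may explain the gain, and the labels do not tell these apart. A rise of this size also came without the block, since edgeR called 726 genes (344 higher, 382 lower) with no filter on low counts. The size of the gain alone therefore does not point to shared deviations. It is a hypothesis that the groups differ in more genes than the 5 called. The number of splits is too small to test it, and the simulations without change went against calls at random for most of the 700. At the typical dispersion and without a shared effect, the block gained little. With a change of 2 on the log2 scale, it called 50 of 198 changed genes (25.3%) and 11 unchanged genes. The fit without it called 46 and 7. With a change of 4, the block called 151 of 197 (76.6%), and 33 of its 184 calls were of unchanged genes. The fit without it called 145 changed and 14 unchanged genes.

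Genes with no overlap between the groups made up 43.5% of the genes tested, against 33.3% by chance. In the crossed split they were 19.8%, and in the split by replicate number 36.7%. Without ties each gene is separate in exactly 1 of the 3 splits, so these shares add up to 100% and are not independent of each other, nor are the genes independent replicates.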
